A study of Danio rerio with 12 samples.

How the data were processed

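Bulk RNA sequencing was made from follicles of the primary growth stage in 12 samples, 3 each of wild type and cdkn1a heterozygotes at 50 dpf and at 8 mpf. Per the labels' protocols, RNA was extracted with TRIzol and libraries were made with a directional (strand-keeping) kit. The labels name no aligner, counter, genome build or annotation release. The authors deposited 1 table of estimated counts per gene, whole numbers that are not normalized, and 1 table of normalized values on a linear signal scale, both with 32057 Ensembl gene IDs and 1 column per sample. That the deposited counts are rounded estimates rather than counted reads was inferred from the values, since no label says so. For each of the 15798 genes counted in all libraries, the count divided by the normalized value had a geometric mean of 1 over the samples. 6996 of these genes (44.3%) shared 1 common set of sample factors, and the others had factors of their own, the pattern left by scaling with sample factors times average transcript lengths. The tests used the deposited counts, which were already whole numbers.

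Samples were grouped by the genotype and age in their labels. Each table column carries the title of 1 sample, and 0 rows named no gene. Gene symbols came from a table of Ensembl IDs and symbols that matched 28988 of the 32057 IDs. Many of its symbols are in capitals as for human genes, and some are shared by duplicated genes, for which the gene ID is given. The placement of the genes in the genome, their sequence composition and transcript lengths were not used here; the RefSeq gene table of assembly GRCz12tu served only to find which genes neighbour cdkn1a.

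Genes were kept with edgeR's filterByExpr on the 4 groups, which left 18834 of 26339 genes with at least 1 count. Counts were scaled by TMM (trimmed mean of M-values) and tested with edgeR's quasi-likelihood F test (glmQLFit and glmQLFTest) in 1 fit of all 12 samples with 1 mean per group. All groups shared 1 estimate of the spread because 3 replicates give a poor one alone. The contrasts were heterozygote against wild type at each age, the difference between these effects, and 8 mpf against 50 dpf in each genotype. P-values were adjusted by Benjamini-Hochberg over the tested genes within a contrast, with a threshold of 0.05. Standard errors (SE) were calculated back from the test, as the absolute log2 fold change divided by the square root of the F statistic. CPM values use the TMM-scaled library sizes. Gene lists were tested with camera at a preset correlation of 0.01 on log2 CPM (prior count 2), with fry and with camera at an estimated correlation beside it. List members were matched by symbol, by symbol in capitals or by symbol in capitals without the paralog letter. The last way served 12 symbols of the follicle somatic cell and steroidogenic list, and fewer in most other lists. Some lists therefore hold duplicated genes that were not written on them, such as the genes named CXCR4 for cxcr4b. These enter the medians, counts and named members. The 8 lists held 33 tested genes for cell cycle and 19 tested genes for p53 targets. The others held 30 for follicle somatic cell and steroidogenic genes, 31 for oocyte genes, 24 for apoptosis genes, 15 for leukocyte markers, 9 for erythrocyte markers and 13 for stromal markers. All these tests were two-sided. Single comparisons of cdkn1a used an exact two-sided permutation test, which cannot go below p = 0.1 with 3 against 3. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9.

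The groups, tests, gene lists, naming rule and most alternatives were fixed before the data were examined. Genes were named per contrast when they passed a false discovery rate of 0.05 and an absolute log2 fold change of at least 1. They also had to show no overlap of CPM between the compared groups (not asked of the difference between ages), a mean of at least 5 CPM in the higher group and a gene symbol that is not a clone or locus name. The 4 with the smallest p-values in each direction were taken. cdkn1a and, from each list, up to 4 members past the threshold over all genes were named in addition; a few members that this rule gave are not reported here. Lists of liver and exocrine pancreas markers were written after the first results were seen. The alternatives were RLE and upper quartile scaling, DESeq2's Wald test, no filter on low counts, a mean of at least 10 counts, only the samples of the groups compared and the replicate number as a block. Others were limma-trend on log2 of the authors' normalized value plus a pseudocount of 1 or 0.1, a minimum log2 fold change, and leaving out each replicate. Scaling by the factors recovered from the normalized table and by library size alone were added after the data were examined.

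Total counts ran from 31044931 to 96839220 per library. A gene with no count in a library may have up to 3 counts' worth of transcripts there, and folds against a group whose libraries are all at or under 3 counts are given as lower bounds. The labels mention no molecular identifiers, and such floors cover counting error only. The methods were tested on simulated data, drawn for the 18834 tested genes from the means, dispersions and library sizes of the samples. The filter left 18364 of these, and 200 genes were changed in 1 group, up or down at random. edgeR recovered 85% of them with 2.86% false calls, and recovered 69% in the difference between ages. DESeq2 recovered 91% with 17.6% false calls, and limma recovered 85.5% with 5%. These rates hold for few changes, spread over both directions. They do not test false calls from scaling where change is broad, as with the 40.8% of genes called at 50 dpf.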

Results

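Gene expression was measured by bulk RNA sequencing in ovarian follicles of the primary growth stage, the phase in which the oocyte enlarges before yolk is taken up, isolated from zebrafish (Danio rerio, AB strain). The fish were wild type or heterozygous for a disrupted copy of cdkn1a, the gene of the cyclin-dependent kinase inhibitor p21. Per the series description, fish without a working copy die as embryos. Follicles came from fish at 50 days post-fertilization (dpf) and at 8 months post-fertilization (mpf); the 12 libraries form 4 groups of 3. The comparisons ask what the loss of 1 copy of cdkn1a changes in early follicles of young and of older females.

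Total estimated counts per library ranged from 31044931 to 58981733 in wild type and from 31806697 to 38176388 in heterozygotes at 50 dpf. At 8 mpf they ranged from 46161655 to 66844694 in wild type and from 43003225 to 96839220 in heterozygotes. Between 18903 and 19510 genes had at least 1 count in the heterozygote libraries at 50 dpf, against 21046 to 22496 in wild type of that age. The 100 most abundant genes of a library took 34.2% ± 1.94 of its counts in heterozygotes and 28.4% ± 1.42 in wild type at 50 dpf (mean ± SD, n = 3). At 8 mpf they took 24.8% ± 1.2 in wild type and 27.8% ± 0.710 in heterozygotes. Pearson correlations of log2 CPM (counts scaled to a common library total) across genes lay between 0.962 and 0.989 within groups and between 0.873 and 0.954 between groups. Genes are not independent replicates in these correlations. Replicates differed by far more than sampling noise, with a chi-square of at least 13.4 per degree of freedom, so that no 2 of them are 1 library deposited under 2 names. This does not show whether they come from separate fish; they were counted as separate samples because the labels list them so. The first principal component held 38.6% of the variance and parted the ages, and the second held 31.7% and parted the genotypes at both ages. Age was sampled in separate groups and the labels give no batch, so that age and any difference in sampling or library batch cannot be told apart. No batch is given for the genotypes either.

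**Figure D1:**
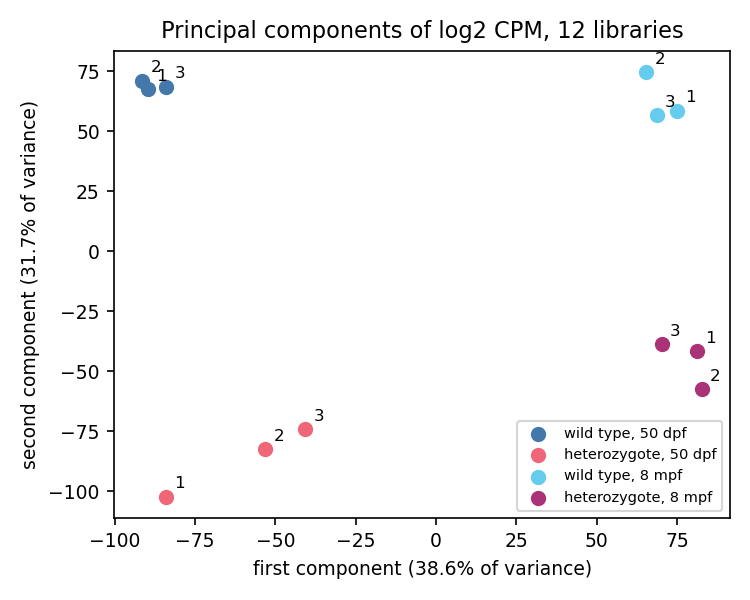
Principal components of log2 CPM over the 18834 tested genes, 1 point per library with its replicate number; the axes give the score on the first component (38.6% of the variance) and on the second (31.7%). The 4 groups lie apart, and heterozygote replicate 1 at 50 dpf lies farthest from the other libraries of its group.

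The targeted gene was examined first. cdkn1a (ENSDARG00000076554) was counted at 3.37, 3.87 and 3.50 CPM in the 3 wild-type libraries at 50 dpf and at 0.450, 0.422 and 0.519 CPM in the 3 heterozygote libraries of that age. The group means were 3.58 ± 0.259 CPM and 0.464 ± 0.0499 CPM (SD, n = 3 each), so that heterozygotes held 12.9% of the wild-type level. The log2 fold change was -2.94 (SE 0.28; adjusted p = 6.79e-06, edgeR quasi-likelihood test). At 8 mpf the libraries held 0.668, 1.13 and 0.778 CPM in wild type and 0.397, 0.651 and 0.583 CPM in heterozygotes, with means of 0.858 ± 0.240 CPM and 0.544 ± 0.132 CPM. Heterozygotes were at 63.4% of wild type at that age, a log2 fold change of -0.68 (SE 0.26; adjusted p = 0.0679) that did not pass the threshold of 0.05. With upper quartile scaling, which moved this call, the adjusted p was 0.0426, within a range of 0.0368 to 0.236 over the alternatives. Each heterozygote library lay below each wild-type library of its age; the exact two-sided permutation test of CPM gave p = 0.1 at each age, the smallest value that 3 against 3 libraries allow. The genotype effect differed between the ages by 2.26 on the log2 scale (SE 0.38; adjusted p = 0.00193). In wild type cdkn1a fell by 2.04 on the log2 scale from 50 dpf to 8 mpf (adjusted p = 2.21e-05), and in heterozygotes it moved by 0.22 (adjusted p = 0.548; exact permutation p = 0.4).

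**Figure D2:**
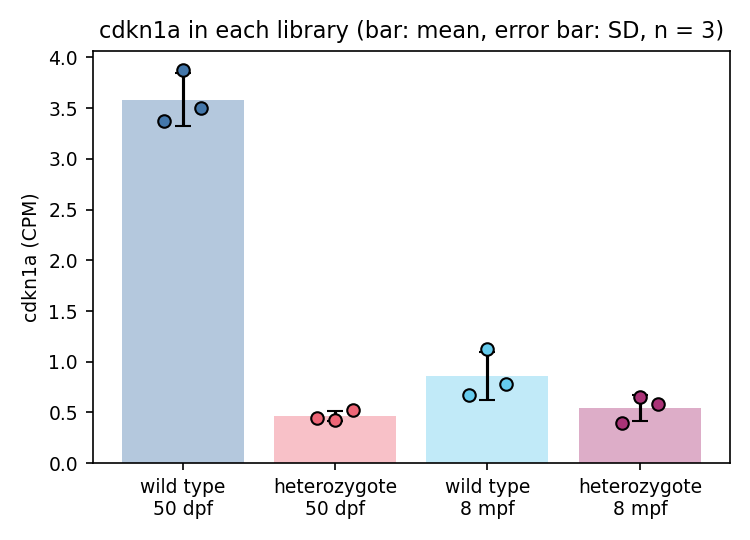
cdkn1a in CPM (vertical axis) in each of the 12 libraries by group (horizontal axis); points are libraries, bars are group means and error bars are SD (n = 3). Wild type at 50 dpf has a mean of 3.58 CPM, and the other 3 groups have means of 0.464 to 0.858 CPM.

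At 50 dpf, 7691 of 18834 tested genes differed between heterozygotes and wild type at a false discovery rate under 0.05 (40.8%; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 3696 were higher and 3995 lower in heterozygotes. With the added condition of an absolute log2 fold change of at least 1, the alternative that moved the count most, 3461 genes were left, 966 higher and 2495 lower. The direction of the calls depended on the scaling: with library size alone, a scaling chosen after the data were examined, 1618 genes were higher and 6749 lower, and the median of all genes moved by -0.33 on the log2 scale.

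Among the genes that the naming rule gave, NLRC3 (ENSDARG00000103146) had the smallest p-value among those higher in heterozygotes at 50 dpf, with 0.536 ± 0.0230 CPM in wild type and 32.9 ± 3.54 CPM in heterozygotes (mean ± SD, n = 3 each), a log2 fold change of 5.93 (SE 0.17; adjusted p = 2.25e-09). For the next genes the log2 fold change is followed by the means in wild type and in heterozygotes. Among those higher in heterozygotes, FLT4 (ENSDARG00000104453) had 3.62 (3.25 ± 0.370 and 40.4 ± 1.94 CPM). tafa3b (ENSDARG00000020292) had 4.16 (1.18 ± 0.119 and 21.3 ± 1.75 CPM), and scn1laa (ENSDARG00000086819) had 2.65 (11.5 ± 0.278 and 71.9 ± 3.64 CPM). Among those lower, MYO10 (ENSDARG00000017004) had -3.90 (30.7 ± 2.61 and 2.06 ± 0.256 CPM). ADCY8 (ENSDARG00000031783) had -4.18 (55.0 ± 1.72 and 3.03 ± 0.375 CPM), and crlf1a (ENSDARG00000024365) had -4.13 (29.2 ± 0.838 and 1.66 ± 0.375 CPM). RXFP2 (ENSDARG00000019660), 1 of several genes of that symbol in the names table, had 19.8 ± 0.30 CPM in wild type and no count in the 3 heterozygote libraries at 50 dpf. It was at least 198-fold lower against a floor of 3 counts. The edgeR adjusted p-values of these 8 genes were 2.25e-09 to 9.99e-09. Counts of genes with near-identical copies, among them NLRC3 and the zona pellucida genes below, are uncertain, since the labels do not state how reads shared between copies were assigned.

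At 8 mpf, 5288 of 18834 tested genes differed between the genotypes (28.1%), 2377 higher and 2911 lower in heterozygotes. With an absolute log2 fold change of at least 1, 2689 genes were left, 832 higher and 1857 lower. Upper quartile scaling gave 1754 higher and 3410 lower, and library size alone gave 1337 higher and 4037 lower. Among the genes that the naming rule gave, though not among all tested genes, NLRC3 again had the smallest p-value. It was at 0.252 ± 0.0757 CPM in wild type and 21.0 ± 0.478 CPM in heterozygotes, a log2 fold change of 6.38 (SE 0.18; edgeR adjusted p = 8.50e-10). Among the other genes higher in heterozygotes, opn7d (ENSDARG00000068124) had 5.24 (0.230 ± 0.0118 and 8.71 ± 0.235 CPM), and enc3 (ENSDARG00000058322) had 4.02 (4.0 ± 0.598 and 64.9 ± 10.5 CPM), as log2 fold change with the means in wild type and heterozygotes. alox5b.3 (ENSDARG00000069966) held at most 2 counts in any wild-type library at 8 mpf and 37.3 ± 4.98 CPM in heterozygotes, at least 748-fold higher against the floor of 3 counts. Of those lower in heterozygotes, LRRC8C (ENSDARG00000099911) had -3.02 (21.4 ± 1.14 and 2.63 ± 0.322 CPM), and SPATA18 (ENSDARG00000052343) had -3.34 (24.1 ± 4.28 and 2.38 ± 0.147 CPM). slc3a2a (ENSDARG00000036427) had -2.53 (17.7 ± 1.66 and 3.06 ± 0.207 CPM). GADD45A (ENSDARG00000104571) had -3.06 (15.6 ± 1.75 and 1.87 ± 0.289 CPM), and is 1 of several genes of that symbol. The adjusted p-values of these 8 genes were 8.50e-10 to 3.43e-08.

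The genotype effects at the 2 ages, which share no library, were compared across the 18834 tested genes. Their log2 fold changes had a Pearson correlation of 0.486 and a Spearman correlation of 0.522, a description across genes that are not independent replicates. Without the filter on low counts the Pearson correlation was 0.316, the alternative that moved it most. A total of 3266 genes passed the threshold at both ages, where 2159 would if the calls were independent. Of these, 2991 (91.6%) changed in the same direction, 1362 higher and 1629 lower in heterozygotes, and 275 changed in opposite directions.

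**Figure D3:**
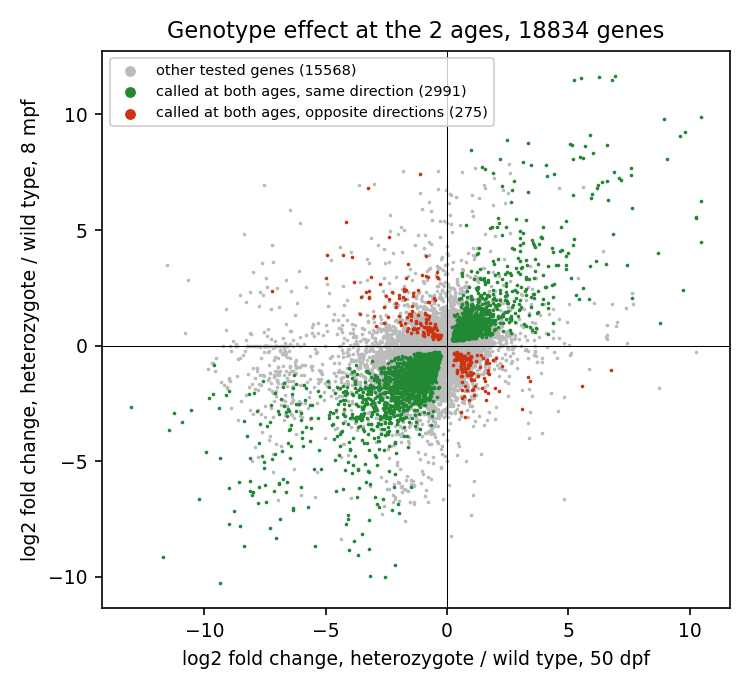
Log2 fold change of heterozygotes against wild type at 50 dpf (horizontal axis) and at 8 mpf (vertical axis), 1 point per tested gene; colours mark genes past a false discovery rate of 0.05 at both ages. The 2991 genes called at both ages in the same direction outnumber the 275 in opposite directions; fitted values far from 0 include genes with groups at the floor of 3 counts, where the fitted size depends on the prior count.

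Whether the genotype effect differed between the ages was tested directly. The difference between the effects passed the threshold for 2548 of 18834 genes (13.5%), 1295 with a higher log2 fold change at 8 mpf than at 50 dpf and 1253 with a lower one. Of these genes, 1108 had a genotype call only at 50 dpf, 633 only at 8 mpf, 752 at both ages and 55 at neither. Single libraries moved the count: without wild-type replicate 2 at 8 mpf it was 4118, and it was 1699 without wild-type replicate 2 at 50 dpf. By the naming rule, genes with a positive difference of the log2 fold changes (8 mpf less 50 dpf) were dnase2 (ENSDARG00000073893) 3.64 and opn7d (ENSDARG00000068124) 4.46. The next were tfa (ENSDARG00000016771) 3.79 and actn3b (ENSDARG00000001431) 5.15. Those with a negative difference were FLT4 (ENSDARG00000104453) -3.03 and scn1laa (ENSDARG00000086819) -2.08, followed by SQLE (ENSDARG00000079946) -3.84 and klhl35 (ENSDARG00000063577) -2.50. Their edgeR adjusted p-values were 1.93e-07 to 4.28e-06. tfa, a transferrin gene, was at 44.8 ± 1.86 CPM in wild type at 50 dpf and at 5.91 ± 0.987 CPM in heterozygotes of that age. Of the liver transcripts tested, 18 of 24 were likewise higher in each of those wild-type libraries than in each heterozygote library, a limit that also applies to fetub.

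Between 50 dpf and 8 mpf, 10397 of 18834 genes changed in wild type (5397 higher and 5000 lower at 8 mpf) and 10158 in heterozygotes (5364 higher and 4794 lower). With library size alone the heterozygote split was 6664 higher and 3442 lower. Upper quartile scaling gave 4435 and 6217 in wild type and 4394 and 6031 in heterozygotes. The age effects of the genotypes correlated across genes with a Pearson coefficient of 0.512 and a Spearman coefficient of 0.658. Of the 7343 genes called in both genotypes, 95.5% moved in the same direction. For the genes that the naming rule gave, the log2 fold change is followed by the means at 50 dpf and at 8 mpf. Higher at 8 mpf in wild type, SOX9 (ENSDARG00000043923) had 3.87 (1.85 ± 0.183 and 27.2 ± 4.81 CPM), and WDR35 (ENSDARG00000069269) had 2.42 (2.64 ± 0.0383 and 14.2 ± 1.03 CPM). FLT4 (ENSDARG00000104453) had 2.45 (3.25 ± 0.370 and 17.9 ± 1.2 CPM), and DPYD (ENSDARG00000010267) had 1.77 (7.98 ± 0.474 and 27.3 ± 2.04 CPM). Lower at 8 mpf in wild type, tfa (ENSDARG00000016771) had -4.33 (44.8 ± 1.86 and 2.23 ± 0.0499 CPM), and opn7d (ENSDARG00000068124) had -4.65 (5.80 ± 0.183 and 0.230 ± 0.0118 CPM). fetub (ENSDARG00000053973) had -7.93 (57.0 ± 1.45 and 0.218 ± 0.127 CPM), and BCL6 (ENSDARG00000070864) had -2.66 (108 ± 5.97 and 17.1 ± 1.84 CPM). Higher at 8 mpf in heterozygotes, SLITRK5 (ENSDARG00000074153) had 3.24 (1.85 ± 0.237 and 17.4 ± 0.845 CPM), and DUSP7 (ENSDARG00000101413) had 2.26 (6.41 ± 0.612 and 30.7 ± 2.04 CPM). SHC1 (ENSDARG00000075437) had 2.15 (4.19 ± 0.211 and 18.6 ± 1.04 CPM), and CANX (ENSDARG00000037488) had 1.53 (139 ± 10.7 and 403 ± 25.2 CPM). Lower at 8 mpf in heterozygotes, snai2 (ENSDARG00000040046) had -3.32 (23.4 ± 4.04 and 2.33 ± 0.0883 CPM), and TFAP2E (ENSDARG00000008861) had -3.62 (8.20 ± 0.350 and 0.671 ± 0.0947 CPM). ephx5 (ENSDARG00000103298) had -1.93 (38.4 ± 0.342 and 10 ± 0.648 CPM), and c2cd4a (ENSDARG00000061416) had -3.19 (15.1 ± 1.80 and 1.64 ± 0.263 CPM). The adjusted p-values of these 16 genes were 7.43e-09 to 2.80e-07 in edgeR's test. SOX9, DPYD, SQLE and SLITRK5 are symbols that several genes share.

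The 8 gene lists were tested with camera, adjusted over the 8 lists within a contrast. The plan spoke of 6 study lists beside lists for contamination, and here all 8 were adjusted together. At 50 dpf the median log2 fold change in heterozygotes was -0.98 (adjusted p = 0.0124) for follicle somatic cell and steroidogenic genes and 0.60 (adjusted p = 2.40e-05) for oocyte genes. The threshold was not passed at 50 dpf by medians of 0.23 (adjusted p = 0.0835) for cell cycle genes, -0.19 (adjusted p = 0.0835) for p53 targets and -0.24 (adjusted p = 0.235) for apoptosis genes. The markers of other cells did not pass it either, at -0.76 (adjusted p = 0.108) for leukocyte markers, -1.55 (adjusted p = 0.165) for erythrocyte markers and -0.39 (adjusted p = 0.408) for stromal markers. With genes of a group at the floor set to their bound, the leukocyte and erythrocyte medians were -0.53 and -0.65. Without heterozygote replicate 3 the leukocyte median at 50 dpf was -1.23, and with library size alone the cell cycle medians lay below 0, at -0.11 at 50 dpf and -0.071 at 8 mpf. Leaving out 1 library moved other medians at 50 dpf by more than 1.5 times, at most to -0.31 for p53 targets without heterozygote replicate 2 at 50 dpf, -0.14 for apoptosis genes without wild-type replicate 3 at 50 dpf, -0.95 for erythrocyte markers without wild-type replicate 2 at 50 dpf and -0.093 for stromal markers without heterozygote replicate 1 at 50 dpf. At 8 mpf the threshold was passed by p53 targets at -0.44 (adjusted p = 0.0266), oocyte genes at 0.26 (adjusted p = 0.0266), leukocyte markers at -1.10 (adjusted p = 0.0266) and stromal markers at -1.34 (adjusted p = 1.96e-04). It was not passed by cell cycle genes at 0.11 (adjusted p = 0.200), follicle somatic cell and steroidogenic genes at -0.46 (adjusted p = 0.102), apoptosis genes at 0.048 (adjusted p = 0.834) and erythrocyte markers at -0.39 (adjusted p = 0.273). The apoptosis median at 8 mpf was -0.042 with upper quartile scaling and -0.14 with library size alone. Without 1 library the medians that moved as far at 8 mpf went at most, up or down, to 0.010 for cell cycle without wild-type replicate 2 at 8 mpf, -0.24 for follicle somatic cell and steroidogenic genes without wild-type replicate 2 at 8 mpf, 0.094 for apoptosis genes without heterozygote replicate 1 at 8 mpf, 0.0092 for apoptosis genes without heterozygote replicate 3 at 8 mpf and -0.11 for erythrocyte markers without heterozygote replicate 3 at 8 mpf. The oocyte call at 8 mpf rested on wild-type replicate 2, without which the median was 0.20 and the adjusted p 0.201, in a range of 0.00923 to 0.458 over the alternatives. Without the same library the adjusted p of leukocyte markers was 0.0555, in a range of 0.00282 to 0.356. The call for follicle somatic cell and steroidogenic genes at 50 dpf had an adjusted p of 0.0553 without heterozygote replicate 3, in a range of 4.60e-05 to 0.232. The difference between the ages passed the threshold for oocyte genes at -0.39 (adjusted p = 0.0108) and stromal markers at -0.86 (adjusted p = 0.0108). It was not passed for cell cycle genes at -0.12 (adjusted p = 0.758), p53 targets at -0.020 (adjusted p = 0.906) and follicle somatic cell and steroidogenic genes at 0.49 (adjusted p = 0.166). Nor was it for apoptosis genes at 0.14 (adjusted p = 0.166), leukocyte markers at -0.35 (adjusted p = 0.899) and erythrocyte markers at 0.84 (adjusted p = 0.838). Single libraries also moved the differences by more than 1.5 times or past 0, at most, up or down, to -0.060 for cell cycle without heterozygote replicate 1 at 50 dpf, -0.041 for p53 targets without wild-type replicate 1 at 50 dpf, 0.071 for p53 targets without heterozygote replicate 2 at 50 dpf, 0.29 for follicle somatic cell and steroidogenic genes without wild-type replicate 1 at 50 dpf, 0.044 for leukocyte markers without heterozygote replicate 3 at 50 dpf and 0.17 for erythrocyte markers without wild-type replicate 2 at 50 dpf. None of the 8 camera calls held with an estimated correlation between genes, where the adjusted p-values ran from 0.112 to 0.542. The estimate for p53 targets, -0.035, lay below the preset 0.01, so correlation among members does not account for the loss of that call. For the other called lists it was 0.036 to 0.246. Under fry the 8 calls held except the call for oocyte genes in the difference between ages (adjusted p = 0.119).

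**Figure D4:**
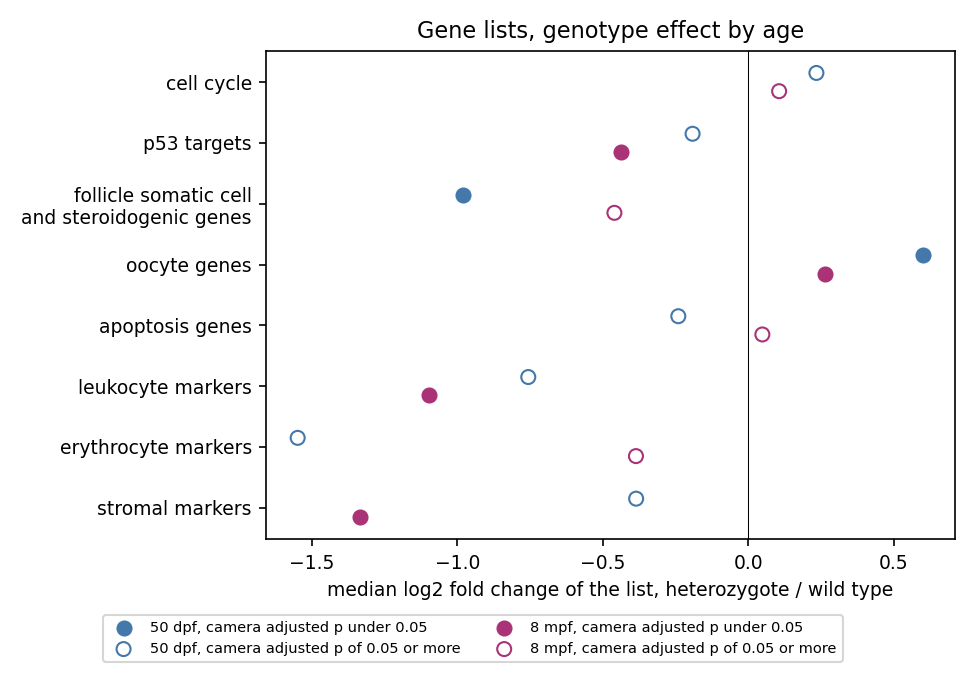
Median log2 fold change of each of the 8 gene lists (vertical axis), heterozygotes against wild type (horizontal axis), at 50 dpf and at 8 mpf; filled points have a camera adjusted p-value under 0.05. Oocyte genes lie above 0 at both ages (0.60 and 0.26), and leukocyte, erythrocyte and stromal markers lie below 0 at both.

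Within the lists, the members with the smallest p-values among those past the threshold over all genes are given with their log2 fold changes; a gene may stand in more than 1 list. At 50 dpf the cell cycle list had CCNE2 -3.0, CCND1 -2.58, cdca8 1.74 and MCM6 (ENSDARG00000033231) 0.89. The p53 targets had GADD45A (ENSDARG00000104571) -3.13, PHLDA3 -2.54 and SESN1 -0.54. The follicle somatic cell and steroidogenic genes had FOXL2 (ENSDARG00000068417) -2.71, gsdf -1.32, hsd3b1 -2.15 and BMPR2 (ENSDARG00000011941) -2.34. The oocyte genes had zpcx 1.31, zp3b 1.11, buc 0.90 and zp3 1.0, and the apoptosis genes CASP6 -5.91, cycsb -0.51 and casp8 -1.09. CASP6 was at 4.84 ± 0.594 CPM in wild type and 0.0818 ± 0.0887 CPM in heterozygotes at 50 dpf. It held at most 5 counts in any of those heterozygote libraries, so that its fitted size is imprecise. The leukocyte markers had CXCR4 (ENSDARG00000057633) -2.75, cd74b -2.01, LCP1 -1.59 and cd74a -1.28. The erythrocyte markers had cahz -2.04, tspo 0.42, alas2 -1.74 and SLC4A1 (ENSDARG00000024560) -1.55, and the stromal markers PDGFRA -1.07, col6a1 -1.62, FN1 (ENSDARG00000019815) -0.72 and FN1 (ENSDARG00000006526) -0.53. Higher and lower members past the threshold at 50 dpf, over all genes and, in parentheses, adjusted over the list alone, numbered 13 and 5 (16 and 6) of 33 for cell cycle, 1 and 7 (1 and 7) of 19 for p53 targets and 2 and 13 (2 and 13) of 30 for follicle somatic cell and steroidogenic genes. They were 20 and 2 (21 and 2) of 31 for oocyte genes, 4 and 7 (4 and 7) of 24 for apoptosis genes and 2 and 6 (2 and 7) of 15 for leukocyte markers. For the last lists they were 1 and 4 (1 and 4) of 9 for erythrocyte markers and 1 and 4 (1 and 4) of 13 for stromal markers.

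At 8 mpf the cell cycle list had CCND1 -1.65, CCNE2 -1.38, RRM2 (ENSDARG00000020711) 0.88 and cdca8 1.01, and the p53 targets GADD45A (ENSDARG00000104571) -3.06, bbc3 -2.43, SESN1 -0.56 and TP53INP1 -0.81. The follicle somatic cell and steroidogenic genes had ESR2 (ENSDARG00000016454) -0.78, BMPR2 (ENSDARG00000011941) -2.54, PGR -1.43 and hsd3b2 0.64. The oocyte genes had zpcx 1.32, zp3b 1.07, PIWIL2 -0.59 and figla -0.55, and the apoptosis genes bbc3 -2.43, CASP6 -1.70, bcl2l10 0.38 and xiap 0.26. The leukocyte markers had CXCR4 (ENSDARG00000057633) -3.19, CXCR4 (ENSDARG00000041959) -2.16 and CORO1A -1.11, and mhc2dab, which was at the floor of 3 counts in wild type, was at least 19.8-fold higher in heterozygotes. The erythrocyte markers had SLC4A1 (ENSDARG00000024560) -3.29, and the stromal markers FN1 (ENSDARG00000006526) -1.43, FN1 (ENSDARG00000019815) -1.48, COL1A1 -1.46 and COL1A2 -1.73. The numbers of higher and lower members at 8 mpf over all genes, with those adjusted over the list alone in parentheses, were 7 and 2 (7 and 2) of 33 for cell cycle, 0 and 8 (1 and 9) of 19 for p53 targets and 1 and 5 (1 and 4) of 30 for follicle somatic cell and steroidogenic genes. They were 4 and 2 (4 and 2) of 31 for oocyte genes, 2 and 3 (2 and 3) of 24 for apoptosis genes and 1 and 9 (1 and 10) of 15 for leukocyte markers. For the last lists they were 0 and 1 (0 and 1) of 9 for erythrocyte markers and 0 and 10 (0 and 11) of 13 for stromal markers.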

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

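Leaving out each replicate and camera at an estimated correlation are among the tests and alternatives given in the methods. Their use here as tests of an explanation was chosen only after the result was seen. The tests of length factors and of liver markers were also chosen only then. The genotype effect differed between 50 dpf and 8 mpf for 2548 genes by a direct test of the difference. Of 100 splits drawn from the 200 ways to split the 6 samples of each age into 3 and 3, 4 gave as many genes, the true one included. These 4 splits kept the true grouping at 50 dpf, and the 78 splits that kept the true grouping at neither age gave at most 30 genes. With the true grouping at 50 dpf kept, false groupings at 8 mpf gave 392 to 3313 genes, against 2548 with the true one. The genotype difference at 50 dpf, which splits of the 8 mpf samples leave in place, can thus give such a count by itself. The splits do not show that the true grouping at 8 mpf adds to the count. With every library thinned to the smallest total, 2398 genes were called, which argues against depth as the whole cause. Leaving out 1 library left at least 1699 genes, which argues against 1 deviating library as the whole cause. Without wild-type replicate 2 at 8 mpf the count rose to 4118, of which 2468 were among the 2548. With the gene and sample factors of the normalized table as offsets, 2316 genes were called, which argues against average transcript length as the whole cause. A difference in biology between the ages and a difference in sampling or sequence composition between groups stay open, as untested.

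The effect on cdkn1a itself differed between the ages by 2.26 on the log2 scale (SE 0.38; edgeR adjusted p = 0.00193), with each heterozygote library below each wild-type library at both ages. With every library thinned to the smallest total the difference was 2.14 (SE 0.42; adjusted p = 0.00496), which argues against depth in total counts as the whole cause. The highest adjusted p over the 12 fits that each left out 1 library was 0.00734, in a range of 1.92e-05 to 0.00759 over the alternatives, which argues against 1 deviating library. Most of the difference came from the wild-type level, 3.58 CPM at 50 dpf and 0.858 CPM at 8 mpf, and a change of wild-type expression with age stays open.

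Among the lists, oocyte genes (median difference -0.39) and stromal markers (median difference -0.86) differed between the ages by camera. With an estimated correlation the adjusted p-values were 0.542 and 0.341, and under fry they were 0.119 and 0.0268. Without heterozygote replicate 1 at 50 dpf the camera adjusted p of oocyte genes was 0.0645. Over the alternatives it ran from 0.00283 to 0.542 for oocyte genes and from 0.00149 to 0.341 for stromal markers. In 57 of the 100 splits of the samples at least as many lists passed the camera threshold. Correlation among the members of a list may therefore account for the oocyte call, and for the stromal call camera with an estimated correlation and fry disagree.

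The difference between the ages also passed the threshold for 49 named genes, with these differences of log2 fold changes (8 mpf less 50 dpf). The largest positive values were fetub 5.66, actn3b 5.15, opn7d 4.46, CASP6 4.21, tfa 3.79 and dnase2 3.64, followed by crlf1a 2.80, enc3 2.74, hsd17b1 2.63, lyz 2.19, SLITRK5 (ENSDARG00000074153) 1.84 and MYO10 1.83. Smaller positive values were cahz 1.65, CCNE2 1.61, FOXL2 (ENSDARG00000068417) 1.61, hsd3b1 1.45, SHC1 1.31 and ADCY8 1.14, followed by PDGFRA 1.01, CCND1 0.92, gsdf 0.91, BCL6 0.52, mdm2 0.41 and cycsb 0.37. The most negative values were SQLE (ENSDARG00000079946) -3.84, FLT4 -3.03, klhl35 -2.50, CXCR4 (ENSDARG00000041959) -2.44 and scn1laa -2.08, followed by COL1A2 -1.85, snai2 -1.80, COL1A1 -1.80, acta2 -1.47, SOX9 (ENSDARG00000043923) -1.38 and PIWIL2 -1.02. Smaller negative values were WDR35 -0.94, FN1 (ENSDARG00000006526) -0.90, cth1 -0.84, DPYD (ENSDARG00000010267) -0.82, ephx5 -0.80 and slc3a2a -0.78, followed by cdca8 -0.73, TFAP2E -0.73, tafa3b -0.70, ESR2 (ENSDARG00000016454) -0.68, MCM6 (ENSDARG00000033231) -0.61 and CYP17A1 -0.48. RXFP2 (ENSDARG00000019660) and alox5b.3 had fitted differences of 10.37 and 6.25; each has a group at the floor of 3 counts, so that these fitted values depend on the prior count and are no bounds. CASP6 held at most 5 counts in any heterozygote library at 50 dpf, near that floor, so that its difference of 4.21 is imprecise. For tfa and fetub, carry-over of liver may contribute, since 18 of 24 liver markers were higher in each wild-type than in each heterozygote library at 50 dpf. For the other genes no explanation was tested 1 by 1, and the tests of depth, single libraries and length factors above apply to the count as a whole.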

How the results depend on the processing

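The counts of changed genes stayed within 1.5 times the reported ones under RLE and upper quartile scaling, DESeq2, both filters, limma-trend with both pseudocounts, the fits of only the groups compared, the factors of the normalized table and library size alone. Across these the count at 50 dpf ran from 7149 to 8367, and that at 8 mpf from 4497 to 6092. Asking for an absolute log2 fold change of at least 1 left 3461 genes for genotype at 50 dpf, 2689 for genotype at 8 mpf, 1556 for the difference between ages, 5187 for age in wild type and 5087 for age in heterozygotes, a loss that the stricter condition itself makes. Leaving out 1 library gave 5885 to 7616 genes at 50 dpf, 3821 to 5520 at 8 mpf, 8885 to 10391 and 8824 to 9825 for age. For the difference between ages it gave 1699 to 4118, the highest without wild-type replicate 2 at 8 mpf, and the cause was not tested.

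The split of higher and lower calls changed with the scaling. With library size alone the median of all genes moved by -0.33 at 50 dpf, -0.18 at 8 mpf, 0.15 for the difference between ages and 0.22 for age in heterozygotes. The calls were 1618 higher and 6749 lower at 50 dpf, 1337 and 4037 at 8 mpf, 1577 and 935 for the difference, and 6664 and 3442 for age in heterozygotes. Upper quartile scaling gave 1754 higher and 3410 lower at 8 mpf, 4435 and 6217 for age in wild type and 4394 and 6031 for age in heterozygotes. The medians of the age effects moved by -0.16 and -0.17 under it. The cause was not tested.

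The correlations gave no clear sign that the replicate numbers pair the samples. Deviations from the group means of same-numbered libraries correlated at 0.00218 to 0.0784 between genotypes at 50 dpf, -0.159 to 0.105 at 8 mpf, -0.0186 to 0.0263 between ages in wild type and -0.0178 to 0.0458 in heterozygotes. Between different-numbered libraries they ran from -0.0773 to 0.0166 at 50 dpf and from -0.206 to 0.236 at 8 mpf. Between ages these were -0.0386 to 0.0183 in wild type and -0.0402 to 0.0267 in heterozygotes. The ranges overlapped in each comparison, and weak pairing at 50 dpf stays open. With the number as a block the counts were 6407 at 50 dpf, 4064 at 8 mpf, 1582 for the difference between ages, and 10198 and 9854 for age. The median of p53 targets in the difference between ages was 0.073 under the block, against -0.020.

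cdkn1a kept its direction at both ages in the alternatives tried. At 50 dpf it passed the threshold in each, with -3.03 to -2.87 when 1 library was left out. At 8 mpf it passed with upper quartile scaling (-0.77; adjusted p = 0.0426) and with library size alone (-0.88; adjusted p = 0.0368). Leaving out 1 library gave -0.83 to -0.43 at 8 mpf and a pass only without wild-type replicate 1 (adjusted p = 0.0449). Over these alternatives the adjusted p at 8 mpf ran from 0.0368 to 0.236. The cause was not tested.

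The 24 list tests had 496 alternative values, of which 51 changed side or sign. With an estimated correlation none of the 8 calls held, at medians of -0.98 for follicle somatic cell and steroidogenic genes and 0.60 for oocyte genes at 50 dpf. At 8 mpf these were -0.44 for p53 targets, 0.26 for oocyte genes, -1.10 for leukocyte and -1.34 for stromal markers, and -0.39 for oocyte genes and -0.86 for stromal markers in the difference. Under fry the oocyte difference (-0.39) was lost. fry added p53 targets (-0.19), apoptosis genes (-0.24), leukocyte (-0.76) and erythrocyte markers (-1.55) at 50 dpf. It also added follicle somatic cell and steroidogenic genes (-0.46) and erythrocyte markers (-0.39) at 8 mpf, and follicle somatic cell and steroidogenic genes (0.49) and apoptosis genes (0.14) in the difference. fry asks whether the members change, and camera whether they change more than other genes.

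DESeq2 added p53 targets (-0.21) and leukocyte markers (-0.77) at 50 dpf, and no filter added cell cycle genes (0.22). limma-trend with a pseudocount of 0.1 lost p53 targets (-0.44) and leukocyte markers (-1.13) at 8 mpf. Library size alone lost follicle somatic cell and steroidogenic genes at 50 dpf (-1.34) and oocyte genes (0.086) and leukocyte markers (-1.29) at 8 mpf. It turned the sign of lists that passed no threshold: cell cycle genes at 50 dpf (-0.11), at 8 mpf (-0.071) and in the difference (0.045), apoptosis genes at 8 mpf (-0.14) and p53 targets in the difference (0.14). Upper quartile scaling turned apoptosis genes at 8 mpf (-0.042). The difference of p53 targets, near 0, also turned without a filter (0.00050), under limma-trend with a pseudocount of 1 (0.15) and 0.1 (0.15) and with the factors of the normalized table (0.046). The leukocyte difference turned to 0.16 under limma-trend with a pseudocount of 0.1.

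With 1 library left out, medians ran from -1.02 to -0.93 for follicle somatic cell and steroidogenic genes at 50 dpf (lost without heterozygote replicate 3) and -0.52 to -0.24 at 8 mpf (passed without wild-type replicate 3). They ran from 0.20 to 0.30 for oocyte genes and -1.37 to -0.94 for leukocyte markers at 8 mpf (both lost without wild-type replicate 2). They ran from -0.48 to -0.27 for the oocyte difference (lost without heterozygote replicate 1 at 50 dpf), from -0.041 to 0.071 for the difference of p53 targets and from -0.51 to 0.044 for the leukocyte difference, which turned without heterozygote replicate 3 at 50 dpf. The cause of these list changes was not tested.

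The Pearson correlation of the genotype effects was 0.316 without a filter, 0.526 with a mean of at least 10 counts, 0.517 under limma-trend with a pseudocount of 1 and 0.592 in separate fits of each age. Over the fits without 1 library it ran from 0.393 to 0.475, the lowest without wild-type replicate 2 at 8 mpf. The Spearman correlation was 0.382 without a filter, 0.482 under limma-trend with a pseudocount of 0.1 and 0.413 to 0.539 without 1 library. The cause was not tested. The 117 values of genes named by the rules gave 2129 alternative values. Of these, 113 fell below the threshold, 75 of them with 1 library left out and all of them in list members, and 0 changed sign.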

Other observations

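The tests of the scaling, of genes within the lists of other cells, of liver and pancreas markers, of genes on in 1 genotype, of background and neighbouring genes and of the loss of 1 allele were chosen only after the result was seen. Other splits of the samples were counted for the remaining results. The true split of the 6 samples was the only 1 of 10 to give as many genes for genotype at 50 dpf (1 of 10), at 8 mpf (1 of 10), and for age in wild type (1 of 10) and in heterozygotes (1 of 10); with 10 splits the share cannot go below 0.1. The largest count from another split was 57 genes, at 50 dpf. As many lists passed the camera threshold in 5 of 10 splits at 50 dpf and in 3 of 10 at 8 mpf, so that the number of lists past the camera threshold is not shown to exceed chance.

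Most large genotype changes at 50 dpf were decreases: 2495 of 3461 calls past 1 on the log2 scale (72.1%), and 69.1% at 8 mpf. With every library thinned to the smallest total the share at 50 dpf was 71.6%, which argues against depth as the cause. Over 5 scalings it was 72.1% to 85.9%, the highest with library size alone and the lowest with TMM. The other 4 moved the median of all genes down, by 0.014 to 0.33, so none of them could lower the share, and the scaling stays open as a cause. With library size alone the median log2 fold change of the tested genes at 50 dpf was -0.40, and without the 100 genes of the highest mean share it was -0.29, so that these genes alone do not account for the low median.

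The medians of the lists of follicle somatic cell and steroidogenic genes, leukocyte, erythrocyte and stromal markers were below 0 in heterozygotes at both ages, while the median of oocyte genes was above 0. A smaller share of the cells around the oocyte in heterozygote samples is a candidate explanation of these medians. If all such cells were lost in 1 proportion the 4 medians would differ no more than those of lists drawn at random from the same genes. The one-sided permutation p of their range was 0.231 at 50 dpf and 0.146 at 8 mpf (100000 permutations, 67 genes that are not independent replicates). The range cannot show genes of 1 list that move apart. Of these genes, 27 were called lower and 6 higher in heterozygotes at 50 dpf, such as CYP11A1 (0.52), CYP17A1 (0.41) and tspo (0.42). At 8 mpf 25 were called lower and 2 higher, hsd3b2 (0.64) and mhc2dab, which had no counts in wild type; these genes were singled out after their values were seen. A loss in 1 proportion alone would not raise genes made only in the lost cells. Whether the genes that rose are also made in the oocyte was not tested, so that a common loss stays open. Lower expression within these cells cannot be told apart from fewer cells, because no cell counts enter these tables.

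The genotype effect at 50 dpf correlated across genes with the age effect in wild type at 0.316. Both use the wild-type libraries at 50 dpf, and 20 simulations of unchanged groups against such controls gave a mean correlation of 0.492. The observed value lies below it and shows nothing by itself. With separate control libraries for each comparison the correlation was 0.241 to 0.284 over 6 ways to part them. This argues against noise of single shared libraries as the whole cause. A deviation common to all wild-type libraries at 50 dpf, as with the liver transcripts described below, would still enter both comparisons and stays open. As a hypothesis, follicles of heterozygotes at 50 dpf may share part of their change with older wild-type follicles. A difference in cell content between samples also stays open.

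tfa and fetub, both abundant in liver, were highest in wild type at 50 dpf. A list of 28 other liver markers was then written before its values were looked up; 24 of its genes were tested, 0 of them in the other lists, and 7 reached 1 CPM in each of the 12 libraries. 18 of the 24 were higher in each wild-type than in each heterozygote library at 50 dpf, with a median log2 fold change of -2.43 over the list. A gene that genotype does not change would be so in 5% of cases. Of all tested genes, 57.4% had no overlap between the genotypes at 50 dpf, in either direction, so that 5% is too low a yardstick. fabp10a was at 19 ± 1.33 CPM in wild type and 1.28 ± 0.572 CPM in heterozygotes (SD, n = 3), and apoa1b at 32.3 ± 5.82 and 3.44 ± 1.13 CPM. Without the vitellogenin genes the list summed to 147 CPM in wild type and 20 CPM in heterozygotes at 50 dpf. The sums at 8 mpf, 20.6 and 14.7 CPM, rested on c3a.1, at 12 ± 3.31 and 1.47 ± 0.590 CPM; without it they were 8.51 and 13.3 CPM, in the other direction. Carry-over of liver into the wild-type samples at 50 dpf is a candidate source of these transcripts. The vitellogenin genes did not follow them, since 4 of 5 were higher in each heterozygote than in each wild-type library at 50 dpf, such as vtg6 at 75.5 ± 8.98 against 22.6 ± 1.82 CPM. The most abundant, vtg1, overlapped between the genotypes at 316 ± 43.0 and 267 ± 34.5 CPM. Liver in 1 unchanged state does not explain both groups of genes. At 8 mpf 12 of the 24 markers, the 5 vitellogenin genes among them, were higher in each heterozygote than in each wild-type library. Expression of these genes in the follicles themselves was not tested.

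Of 13 tested genes of an exocrine pancreas list written at the same time, 10 were higher in each 50 dpf than in each 8 mpf library. The chance is 0.108% for a gene that neither age nor genotype changes. Of all tested genes, 66.3% in wild type and 62.7% in heterozygotes had no overlap between the ages, in either direction. By overlap of the libraries, the genotypes differed in opposite directions at the ages. 8 genes were higher in each wild-type than in each heterozygote library at 50 dpf and 0 lower. At 8 mpf 9 were higher in each heterozygote library (5% by chance in 1 direction for an unchanged gene). Of all tested genes, 47.0% had no overlap between the genotypes at 8 mpf, in either direction. Only 3 of the 13 were called lower in heterozygotes at 50 dpf by edgeR's test. In that test prss59.1 had an adjusted p of 0.0940 at 50 dpf and 0.00179 at 8 mpf. 0 of the tested genes are in the other lists, and 5 reached 1 CPM in each library. The list summed to 371 and 259 CPM in wild type and heterozygotes at 50 dpf and to 25.5 and 67.9 CPM at 8 mpf; prss59.1 was at 93.8 ± 7.07, 61.2 ± 14, 5.17 ± 2.08 and 15.1 ± 5.32 CPM in the same order. Carry-over of pancreas during isolation of the follicles is a candidate source, and a spread of reads between samples in sequencing is another that was not tested.

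6 genes had at most 3 counts in each of the 6 libraries of 1 genotype and at least 1 CPM in each of the 6 of the other. 4 were on in heterozygotes (ENSDARG00000056652, gpr3, ENSDARG00000095822, ENSDARG00000115732) and 2 in wild type (cldn23.1 and myo15b); they were found by this rule after the values were seen. myo15b averaged 7.90 CPM at 50 dpf and 7.02 CPM at 8 mpf in wild type and had at most 3 counts in any heterozygote library. Such genes were counted anew in each of the 200 ways to part the libraries with 3 of each age on either side. As many were found in 1 of 200, the split by genotype, and the other 199 gave 0 genes each, which argues against chance in how the libraries fall. Loss of 1 copy of cdkn1a and a difference between the families or clutches the genotypes came from cannot be told apart here, because the labels give no family or clutch. Linked sequence around cdkn1a could carry such differences. Of 91 protein-coding neighbours of cdkn1a in the RefSeq table (GRCz12tu), 42 (46.2%) matched a tested gene by symbol, and 0 of these changed past 1 on the log2 scale in the same direction at both ages, where such changes made up 6.30% of all matched genes. The check is void with so few matched, and 60.8% of the large changes could be placed at all. Other window sizes around cdkn1a had been looked at before this one was kept.

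cdkn1a in heterozygotes at 50 dpf lay at 12.9% of wild type, below the 50% that loss of the transcripts of 1 allele would leave. Its log2 fold change was -7.03 standard errors from -1, which argues against that loss alone at this age. These standard errors were calculated back from the test of no change, so the distance is a guide and no test against -1. At 8 mpf the distance was 1.27 standard errors. Fewer cells that express the gene, or a feedback on its expression, may add to the loss at 50 dpf and were not tested.

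2 libraries stood apart from the others of their group. Heterozygote replicate 1 at 50 dpf differed by over 2-fold from the mean of the other 2 for 781 genes, and wild-type replicate 2 at 8 mpf for 571, against 35 to 343 in the other 10 libraries. These are values per library, and no explanation was tested.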
